A study of Mus musculus with 32 samples. Its data were reported in "ChREBPβ is dispensable for the control of glucose homeostasis and energy balance" (2022).

How the data were processed

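RNA of brown adipose tissue was hybridised to 32 Agilent 1-colour mouse arrays. Per the labels, the arrays fall into 4 groups of 8: total ChREBP KO mice, their WT littermates, ChREBPβ KO mice and their WT littermates. All mice were fasted for 24 hours and refed for 18 hours with 20% glucose in the drinking water. Total ChREBP KO mice lack both isoforms encoded by Mlxipl, and ChREBPβ KO mice lack the exon specific to the β isoform.

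The scanner files deposited by the authors hold the median pixel intensity of each spot, not normalized between arrays, as Agilent's Feature Extraction software wrote it. The authors also deposited a table of log2 values, which their methods describe as filtered, quantile normalized and reduced to the median of replicated probes. Probe coordinates in the files are those of mouse build mm9. No array of another tissue was among the files.

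The main values were computed from the scanner files by the steps in the study's methods, with the log2 transformation placed before the normalization. A spot was kept if it was no control and was found, positive and well above background on at least 26 of the 32 arrays, or on at least 6 arrays of 1 group. Of 59305 spots that were no controls, 39985 were kept. Median intensities were log2 transformed, quantile normalized and reduced to the median over replicated probes, which left 37306 probes under 24523 gene names. These values differed from the deposited log2 table by 0.00298 on average over its 37304 probes, all of which had also been kept. Names are those of the array design. Of 25202 kept probes with a RefSeq accession, 23895 matched the gene table supplied for assembly GRCm38.p6, which was used only for current names and the order of neighbouring genes.

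Arrays have no read depth. Between 64.4% and 71.1% of spots were well above background per array, and 0 spots were saturated. There were 2123 spots with an outlier flag over the 32 arrays, which were kept because the study's filter did not use that flag and left out in the processed signal and normexp alternatives. A probe that was not well above background on any array of a group has only a bound there. Its fold is given as "at least", from the bright group's mean against the mean, per array, of the higher of the dim probe's signal and the lowest signal among probes well above background.

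Each probe was fitted with limma (lmFit and eBayes) over all 32 arrays with 4 group means and no covariate. The contrasts were each KO against its own WT group, the difference between those KO effects, and the ChREBPβ-line WT group against the total-line WT group. P values were two-sided and Benjamini-Hochberg adjusted over all probes of a contrast, and a probe was called at an adjusted p under 0.05. A gene counted as called when at least 1 of its probes was called. Differences of 1 value between groups of 8 arrays were also tested by an exact permutation test over all 12870 splits, two-sided, for which 0.000155 is the smallest p.

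The 4 gene lists were fixed before the data were examined, apart from a later shortening of 1 of them. The lipogenesis and thermogenesis lists hold genes that the study measured by PCR. The ChREBP target list and the cholesterol synthesis list were taken from general knowledge. They were tested with camera at a preset correlation of 0.01, with fry beside it, and camera's p values were adjusted over the 4 lists and both KO contrasts, and over the 4 lists for the difference. Marker lists of skeletal muscle, lymphocytes, white adipose tissue and blood were also fixed beforehand, while a liver list, a list of clock genes that rise together and a list of clock genes of the opposite phase were added after the array values had been seen. In the lists and among the genes named in the text, a gene is represented by its brightest probe. The cholesterol synthesis list holds 10 genes, and 2 others first placed in it are not reported here and were left out of its tests after the results had been seen. Cox5b was not on the array under that name, and Pklr, Xist and the liver gene Fga had no probe that passed the filter.

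The genes named in the text were chosen by a rule fixed beforehand. For each KO contrast they are the 5 highest and 5 lowest log2 fold changes among called genes with a gene symbol for which every KO array lay on the same side of the WT mean. Mlxipl, all genes of the 4 lists, Nnt and genes of the sex chromosomes were added under the same rule.

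The alternatives were Agilent's processed signal scaled to its 75th percentile, normexp background correction with an offset of 50, 75th percentile scaling of the median intensity, the deposited log2 table, no filter on dim probes, a filter for probes well above background on all arrays, wash batch or slide as a block, the replicate number as a block, array weights, a fit with the contrast's own groups only, other moderation of the variances, other thresholds, the brightest probe only and leaving out each array in turn. A fit with the liver and muscle list means of each array as covariates was chosen after seeing the data. There were 4 wash batches of 8 arrays, each with arrays of every group, 15 slides with 2 or 3 arrays each, and 2 scan days.

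The fit was tested on simulated data with the probe means and variances of these arrays and 200 probes changed by 1 on the log2 scale. The noise was drawn independently for each probe, with the same SD in all groups. The test therefore does not cover variation shared by many probes, unequal spreads between groups or smaller changes. Over 37306 probes it recovered 98.0% of the changed probes for total ChREBP KO against WT with 15 unchanged probes called, and 98.0% for ChREBPβ KO against WT with 8 unchanged probes called. For the difference between the KO effects it recovered 96.5% with 12 unchanged probes called, and for the WT groups 98.5% with 10 unchanged probes called. The programs were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.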

Results

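Gene expression was measured in brown adipose tissue of refed mice on 32 arrays, 8 from total ChREBP KO mice, 8 from their WT littermates, 8 from ChREBPβ KO mice and 8 from the WT littermates of that line. The share of spots well above background was 69.7% ± 0.914 (SD, n = 8) in the total-line WT group, 67.7% ± 1.74 in total ChREBP KO, 68.5% ± 1.75 in the ChREBPβ-line WT group and 69.2% ± 1.16 in ChREBPβ KO. The median correlation between arrays of 1 group lay between 0.990 and 0.995 across probes of the array, which are not independent replicates. The principal component with the largest share of the variance held 49.7% and the next 15.7%.

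The targeted gene was examined first. Mlxipl was measured by 3 probes on chromosome 5 (mm9). The brightest, A_55_P2119957 at 135613705 to 135613764, had a log2 intensity of 16.15 ± 0.12 (SD, n = 8) in the total-line WT group and 13.67 ± 0.15 in total ChREBP KO. It was 16.34 ± 0.14 in the ChREBPβ-line WT group and 14.84 ± 0.10 in ChREBPβ KO. The log2 fold change was -2.48 ± 0.07 (SE) in total ChREBP KO (limma adjusted p 2.02e-24) and -1.50 ± 0.07 in ChREBPβ KO (limma adjusted p 7.09e-17), and every KO array lay below the WT mean in both lines. The changes differed by 0.98 (limma adjusted p 1.06e-09). Probe A_55_P2728555, at 135598483 to 135599113, fell by 0.77 in total ChREBP KO (limma adjusted p 2.93e-07) and by 1.14 in ChREBPβ KO (limma adjusted p 2.47e-08), each in 8 of 8 KO arrays. The third, A_55_P2045158 at 135614195 to 135614252, was not called in either line, with log2 fold changes of 0.14 (limma adjusted p 0.068) and -0.08 (limma adjusted p 0.625). The probes of the gene thus disagreed, and a signal remained on each of them in both KO groups.

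**Figure D1:**
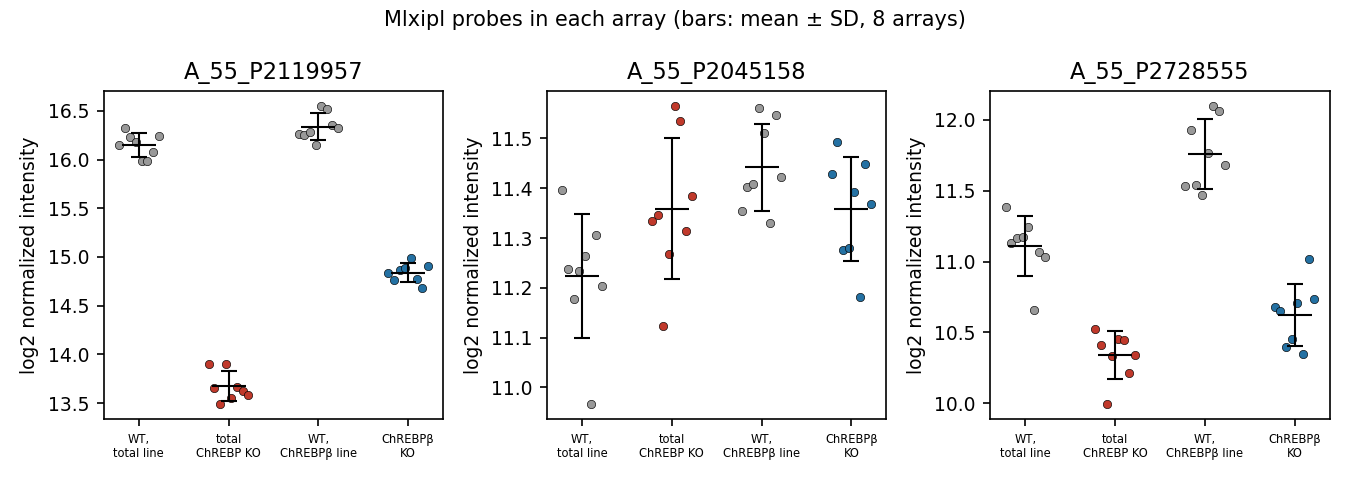
Normalized log2 intensity (vertical axis) of the 3 Mlxipl probes in each of the 32 arrays, by group, with bars for the mean and SD of 8 arrays. For probe A_55_P2119957 the KO means of 13.67 and 14.84 lie below the WT means of 16.15 and 16.34, while A_55_P2045158 shows no such step.

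The comparison of total ChREBP KO with WT mice asked which genes depend on both isoforms together. It called 12147 of 24523 genes (49.5%), 6594 with a probe higher and 6025 with a probe lower, and 472 of them had probes called both ways. The median absolute log2 fold change of the called probes was 0.36, and 2889 genes were called with a change of at least 1.5-fold, 1402 higher and 1497 lower, the alternative that moved this count most. The largest decreases under the naming rule were Slc2a5 with a log2 fold change of -8.99 ± 0.11 (SE, limma adjusted p 4.99e-34), Sorcs2 with -6.91, Atp4b with -5.90, Hephl1 with -5.64 and Adcy10 with -5.13. Slc2a5, measured on chromosome 4 at 149517775 to 149517834 (mm9), was well above background on 6 of 8 KO arrays, Atp4b on 7 and Hephl1 on 3, so that these changes are measured near the floor of the arrays. The largest increases were Pon1 with 4.72 ± 0.21 (SE, limma adjusted p 3.69e-18), Cyp2b10 with 3.87, Cyp2b9 with 3.71, Sgk2 with 3.69 and Kcnc2 with 3.66. Each of these 10 genes changed in the same direction in 8 of 8 KO arrays.

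The comparison of ChREBPβ KO with WT mice asked what the β isoform contributes. It called 788 of 24523 genes (3.21%), 400 higher and 388 lower. The median absolute log2 fold change of the called probes was 0.40, and 161 genes changed at least 1.5-fold, 72 higher and 89 lower. The alternative that moved the count most was slide as a fixed block, with 130 genes, and without replicate 5 of the ChREBPβ-line WT group the count was 1287. The largest decreases were Vps37d with a log2 fold change of -2.39 ± 0.08 (SE, limma adjusted p 2.6e-19), Maff with -1.96, Tekt1 with -1.59, Oxtr with -1.50 and Mlxipl with -1.50. Vps37d was measured on chromosome 5 at 135548824 to 135548883 (mm9) and is the direct neighbour of Mlxipl in the gene table, and it also fell by 2.71 in total ChREBP KO. The largest increases were Prr32 with 1.32 (limma adjusted p 0.00824), Rspo4 with 1.30 (limma adjusted p 0.000408), Espn with 1.18, Ryr2 with 1.15 and the gene listed as Lppr4, now Plppr4, with 1.08. All 10 changes had the same direction in 8 of 8 KO arrays. Ryr2 was well above background on 7 of 8 arrays of its WT group. With slide as a fixed block, Prr32 and Rspo4 were no longer called, at limma adjusted p of 0.224 and 0.0704, and Prr32 was also not called with the processed signal, at 0.0523. Over all alternatives the adjusted p ranged from 0.00294 to 0.224 for Prr32 and from 0.000187 to 0.0704 for Rspo4.

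To ask how far the KO models share their changes, the calls of one were looked up in the other. Of the 788 genes called in ChREBPβ KO, 610 (77.4%, 95% exact binomial interval 74.3 to 80.3, which treats genes as independent) were called the same way in total ChREBP KO, where 25.7% would be expected if calls fell independently. Of the remaining 178 genes, 112 higher and 66 lower, 62 were called the opposite way, and 113 had a difference between the KO effects that was itself called. When each array was left out, the 178 ranged from 103 to 373, the highest without replicate 5 of the ChREBPβ-line WT group, and with slide as a fixed block it was 20. Of genes changed at least 1.5-fold in ChREBPβ KO, 22 were not called the same way at any size in total ChREBP KO. Of those, 17 were higher and 5 lower. The genes called in ChREBPβ KO numbered 6.49% of those called in total ChREBP KO, and 5.57% at 1.5-fold or more.

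**Figure D2:**
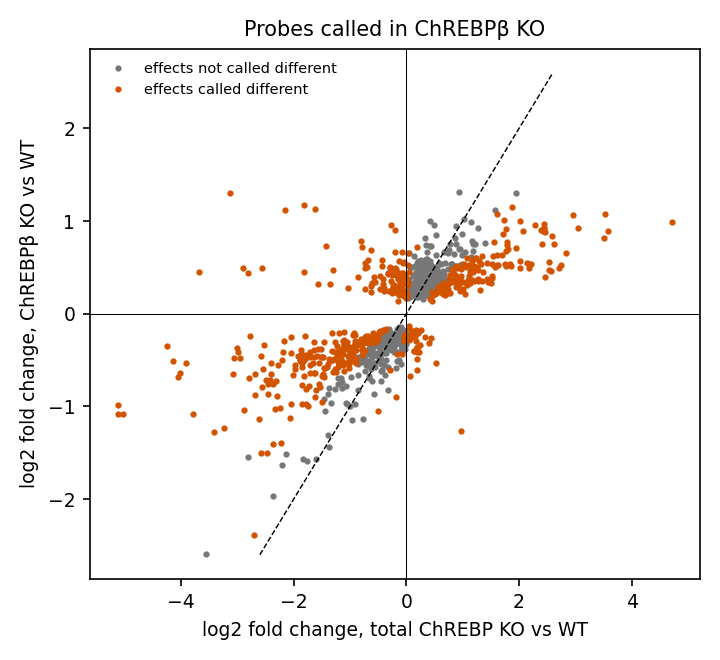
Log2 fold change in ChREBPβ KO (vertical axis) against that in total ChREBP KO (horizontal axis) for the probes called in ChREBPβ KO, with orange points where the difference between the KO effects was called and a dashed line of equal change. Most points lie in the quadrants of equal direction, where 610 of 788 genes were called the same way in both models.

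The direct test of the difference between the KO effects called 7220 genes. Among the named genes, Slc2a5 was -0.01 in ChREBPβ KO (limma adjusted p 0.99) and the difference was 8.98, and Rspo4 and Espn moved in opposite directions in the models. Espn fell by 1.81 in total ChREBP KO (limma adjusted p 1.43e-14), where 2 of 8 KO arrays were well above background. Rspo4 was at least 7.55-fold lower in total ChREBP KO than in WT, with 0 of 8 KO arrays well above background.

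A score was built per array as the mean log2 value of the genes called in the other line, signed by the direction there. In the ChREBPβ-line arrays, the score of the total ChREBP KO calls was 0.48 ± 0.02 (SD, n = 8) in KO and 0.41 ± 0.03 in WT, and 8 of 8 KO arrays lay above the WT mean (exact permutation p 0.000466). In the total-line arrays, the score of the ChREBPβ KO calls was 0.69 ± 0.03 in KO and -0.04 ± 0.04 in WT (exact permutation p 0.000155, the smallest these splits can give). When labels were permuted only within wash batches, the differences were 0.05 (permutation p 0.00208) and 0.72 (permutation p 0.000926).

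The lists addressed the known functions of ChREBP. The lipogenesis list fell in total ChREBP KO, with a mean log2 fold change of -1.77 (camera adjusted p 1.56e-08). Acaca, Elovl6, Fasn, Scd1 and Srebf1 were called lower there, with log2 fold changes from -3.49 in Acaca to -1.04 in Srebf1, and Srebf2 was not called. In ChREBPβ KO the mean was -0.12 (camera adjusted p 0.0943) and limma called 0 of 6 genes by their brightest probe, over all genes and adjusted over the list alone, with 2 at an unadjusted p under 0.05. Another probe of Acaca, A_52_P132591, was called lower by 0.35 (limma adjusted p 0.0445), in 8 of 8 KO arrays. Quantile normalization gave the very bright Fasn probe 1 value on most arrays of ChREBPβ KO, but under the 75th percentile scalings its change there was also near 0, at 0.0069 with the processed signal and -0.0099 with the median intensity (limma adjusted p 0.989 and 0.987). The difference between the KO effects was 1.65 for the list (camera adjusted p 4.28e-11). With the mean of a gene's probes in place of the brightest probe, the list was called in ChREBPβ KO, with a mean of -0.13 (camera adjusted p 0.0364).

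The thermogenesis list was not called by camera in total ChREBP KO, with a mean of 0.10 (camera adjusted p 0.317), or in ChREBPβ KO, with -0.08 (camera adjusted p 0.24). In total ChREBP KO, Cpt1b (0.45) and Cox8b (0.41) were called higher and Prdm16 (-0.29) lower, while Cidea and Ucp1 were not called, and adjusted over the list alone the number called was also 3 of 5. The call of Prdm16 was lost under normexp, without a filter on dim probes and with slide as a fixed block, and its limma adjusted p ranged from 0.0107 to 0.112 over the alternatives. Ucp1 was called lower in total ChREBP KO with the deposited table, and its limma adjusted p ranged from 0.0323 to 0.602. In ChREBPβ KO limma called 0 of 5 over all genes, and adjusted over the list alone it called 1, Prdm16, lower.

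**Figure D3:**
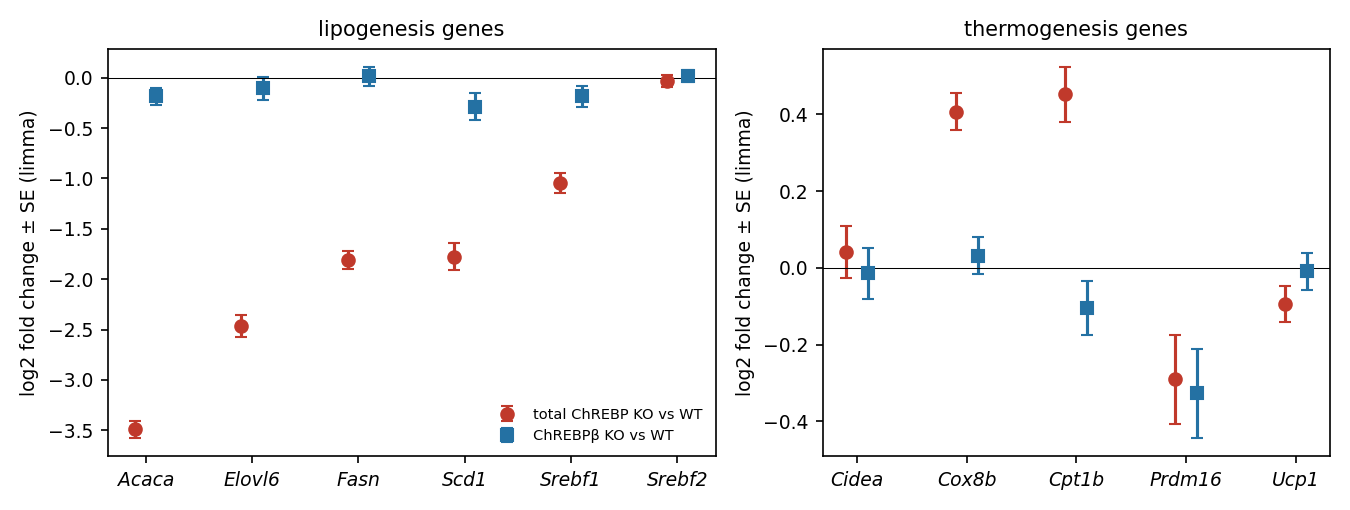
Log2 fold change with limma's SE (vertical axis) of each gene of the lipogenesis and thermogenesis lists that was tested, for total ChREBP KO (circles) and ChREBPβ KO (squares) against WT. Acaca lies at -3.49 in total ChREBP KO, while the thermogenesis genes lie within -0.33 and 0.45 in both models.

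The ChREBP target list fell in total ChREBP KO, with a mean of -1.51 (camera adjusted p 3e-13). Acly, Me1, Fgf21, Thrsp, Pgd, Tkt, Elovl5, Slc2a4 and Gpd1 were called lower, 9 of 11 genes, while Txnip and Arrdc4 were not called. Adjusted over the list alone, Arrdc4 was also called, higher. In ChREBPβ KO the list was not called (camera adjusted p 0.24) and its mean of 0.03 and median of -0.14 differed in sign. There limma called Elovl5, Thrsp and Tkt lower and Arrdc4 higher, and adjusted over the list alone it called 8 of 11, 5 lower and 3 higher. Thrsp and Tkt were not called under either 75th percentile scaling or with slide as a fixed block, Elovl5 was not called with wash batch or slide as a fixed block or with its own groups only, and Arrdc4 was not called with slide as a fixed block. Fgf21 was 0.93 in ChREBPβ KO (limma adjusted p 0.0652), which is not called, and fell by 2.42 in total ChREBP KO. It was called in ChREBPβ KO under normexp, array weights and the liver and muscle covariates, with limma adjusted p from 0.0283 to 0.406 over the alternatives. Adjusted over all genes, Txnip in total ChREBP KO was called with slide as a fixed block and with the covariates, Arrdc4 in total ChREBP KO with array weights, and Pgd in ChREBPβ KO with the processed signal.

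The cholesterol synthesis list fell in total ChREBP KO, with a mean of -1.17 (camera adjusted p 2.3e-08). Sqle, Idi1, Fdps, Cyp51, Insig1, Mvd, Lss, Dhcr7 and Sc5d were called lower, over all genes and adjusted over the list alone, and Hmgcs1 was not. In ChREBPβ KO the mean was -0.18 (camera adjusted p 0.0137), with 1 gene, Sqle, called over all genes and 2 adjusted over the list alone. With slide as a fixed block, Sqle in ChREBPβ KO and Insig1 in total ChREBP KO were not called. Under fry, the calls of the lipogenesis, ChREBP target and cholesterol synthesis lists in total ChREBP KO held, the thermogenesis list in total ChREBP KO was also called, and the cholesterol synthesis list in ChREBPβ KO was not.

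A targeted allele can carry DNA of another strain around the edited gene, so calls near Mlxipl were counted. Within 10 Mb on each side, 156 of 278 genes (56.1%) were called in total ChREBP KO, against 49.5% elsewhere (Fisher's exact p 0.0299, two-sided). Of 133 other windows of that size, 9 had a share as high, with a range from 36.4% to 61.0%. In ChREBPβ KO the share was 2.88% against 3.22% elsewhere (Fisher's exact p 1), and for the difference between the KO effects 33.5% against 29.4% (Fisher's exact p 0.146). The total ChREBP KO value did not hold its threshold under every alternative, and among probes well above background on all arrays it was 54.1%, below the share elsewhere.

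The WT groups of the lines were compared to see what differs without a deletion. The comparison called 11288 genes, 7187 with a probe higher and 4429 with a probe lower in the ChREBPβ line. At 1.5-fold or more the larger number was that of lower genes, with 1008 higher and 1365 lower. With the liver and muscle list means of each array as covariates, an alternative chosen after seeing the data, the count was 4561. The window around Mlxipl held 52.5% called genes against 46.1% elsewhere (Fisher's exact p 0.0341). Nnt was lower in the ChREBPβ-line WT group by a log2 difference of -1.43 (limma adjusted p 4.96e-08). Among the genes of the Y chromosome, Ddx3y, Eif2s3y, Kdm5d and Uty were measured well above background on 8 of 8 arrays of every group. By their brightest probes, Ddx3y (-0.41, limma adjusted p 5.46e-06) and Uty (-0.35, limma adjusted p 0.00153) were called lower in the ChREBPβ-line WT group, and Eif2s3y and Kdm5d were not called. The call of Uty was lost with the covariates, with limma adjusted p from 0.000871 to 0.128 over the alternatives. Uty probe A_55_P2735325 was called higher there by 0.32 (limma adjusted p 0.00106) and Kdm5d probe A_55_P2591061 by 0.44 (limma adjusted p 1.15e-06), so that the probes of both genes disagreed. In total ChREBP KO, Kdm5d was 0.39 higher than in WT (limma adjusted p 7.98e-05) and Ddx3y 0.16 higher (limma adjusted p 0.0364).

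Lists of genes of other tissues were used to describe the makeup of the samples. The muscle list mean lay between 12.5 and 16.2 in the total-line WT group, 14.2 and 15.8 in total ChREBP KO, 5.49 and 11.9 in the ChREBPβ-line WT group and 5.49 and 11.3 in ChREBPβ KO. The liver list mean, from a list added after the values had been seen, ranged from 5.96 to 12.7 over all arrays.

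**Figure D4:**
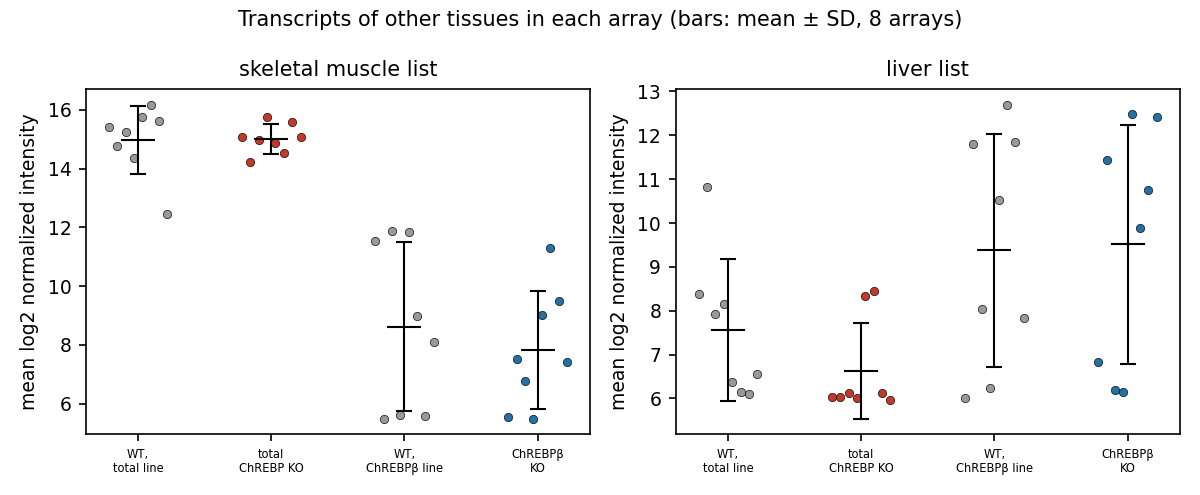
Mean log2 intensity (vertical axis) of the skeletal muscle list and the liver list in each of the 32 arrays, by group, with bars for the mean and SD of 8 arrays. The muscle values of the ChREBPβ line, up to 11.9, lie below those of the total line, from 12.5, and the liver values of the ChREBPβ line are spread from 6.01 to 12.7.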

Values the study reported

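In brown adipose tissue, the study reported 63 genes with higher and 73 genes with lower expression in mice without ChREBPβ than in WT mice. It described 18 of the higher and 7 of the lower genes as possibly specific to the loss of ChREBPβ. The genes regulated without ChREBPβ were stated to number less than 5% of those regulated in total ChREBP KO mice. By PCR and Western blot in refed mice, the paper reported impaired expression of lipogenesis genes without ChREBPβ, chiefly in brown adipose tissue. It also reported higher ChREBPα mRNA and protein in that tissue of male mice without ChREBPβ. These measurements are not those of the arrays.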

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

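In this part, the fit with wash batch as a block was fixed beforehand as an alternative, and its use as a test and the tests of liver and muscle RNA and of other splits of the samples after removal of the line and genotype effects were chosen after the results had been seen.

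The effects of the deletions differed between the lines, by limma's test of (ChREBPβ KO minus WT) minus (total ChREBP KO minus WT). This test called 7220 genes. Of the 52 genes named by the rule, or in the 4 lists, that were tested, 43 were called for the difference. On the log2 scale the difference was 0.98 for Mlxipl, 8.98 for Slc2a5, 6.74 for Sorcs2, 6.11 for Atp4b, 4.71 for Hephl1, 4.05 for Adcy10, 1.08 for Oxtr and 0.32 for Vps37d, which fell more in total ChREBP KO. Among genes that rose in total ChREBP KO it was -3.73 for Pon1, -3.58 for Sgk2, -3.41 for Kcnc2, -2.57 for Cyp2b10, -2.45 for Cyp2b9, -2.45 for Lppr4 and -0.73 for Ryr2. It was at least 4.22 for Rspo4, with 0 of 8 total ChREBP KO arrays well above background, and 2.99 for Espn, which both rose in ChREBPβ KO and fell in total ChREBP KO.

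The lists differed by a mean of 1.65 for lipogenesis, 1.54 for ChREBP targets and 0.99 for cholesterol synthesis (camera adjusted p 4.28e-11, 8.4e-20 and 6.91e-09), while camera did not call the thermogenesis list (-0.19, adjusted p 0.0989) and fry did (adjusted p 9.5e-05). In the lipogenesis list the differences were 3.31 for Acaca, 2.36 for Elovl6, 1.82 for Fasn, 1.49 for Scd1 and 0.86 for Srebf1. Among ChREBP targets they were 3.45 for Acly, 3.35 for Fgf21, 2.23 for Me1, 1.87 for Thrsp, 1.46 for Pgd, 1.11 for Tkt, 1.097 for Slc2a4, 0.81 for Elovl5, 0.72 for Txnip and 0.51 for Gpd1. In the cholesterol synthesis list they were 1.88 for Sc5d, 1.26 for Dhcr7, 1.13 for Cyp51, 1.06 for Idi1, 0.99 for Sqle, 0.98 for Mvd, 0.93 for Fdps, 0.82 for Lss and 0.79 for Insig1. Of the thermogenesis genes, Cpt1b with -0.56 and Cox8b with -0.38 were called.

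Chance can be excluded for the count of 7220 genes, since 1 of 100 reassignments of the lines within each genotype, the real one, gave as many. The line and genotype effects were removed first, as they would otherwise widen the spread of every reassigned fit, and the highest count of another reassignment was 156. Wash batch was not the source of the count either, as 8093 genes were called with it as a block. With the liver and muscle means of each array as covariates, 7589 genes were called, so that such RNA may contribute to single genes but was not its source either. A candidate explanation, as a hypothesis found on these data, is that the loss of both isoforms acts on more genes and more strongly than the loss of the β isoform alone. The lines also differ in how the alleles were made and possibly in genetic background and housing. Each KO group was compared with its own littermates, but the difference tested here is itself the interaction of the deletion with the line. Whether the isoforms lost or the other differences between the lines gave rise to it stays open and was not tested.

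Single arrays stood apart from the other arrays of their group. In 252 groups of 8 values, 19 had a highest or lowest array whose gap to its neighbour was an unusually large part of the group's range, where chance gives about 1 in 20 groups, or 12.6. In the total-line WT group the gap was 0.532 of the range for Vps37d in replicate 8, 0.584 for Espn in replicate 4, 0.636 for Acaca in replicate 8, 0.646 for Ucp1 in replicate 8, 0.565 for Me1 in replicate 2, 0.565 for Pgd in replicate 6 and 0.529 for Ddx3y in replicate 5. In total ChREBP KO it was 0.535 for Sorcs2 in replicate 4, 0.607 for Hephl1 in replicate 7, 0.53 for Rspo4 in replicate 6, 0.533 for Srebf1 in replicate 8, 0.528 for Srebf2 in replicate 5, 0.55 for Prdm16 in replicate 8 and 0.608 for Idi1 in replicate 1. In the ChREBPβ-line WT group it was 0.652 for Ucp1 in replicate 5, 1 for Gpd1 in replicate 2 and 0.665 for Uty in replicate 2. In ChREBPβ KO it was 1 for Fasn and 0.549 for Elovl6, both in replicate 4.

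The gaps of 1 belong to very bright probes. Fasn had a log2 value of 18.79 in that array and 18.85 in each of the others, and Gpd1 had 18.62 against 18.59, because quantile normalization gives the same value to every array in which a probe has the same rank. Larger steps were those of Hephl1, at 6.45 against a median of 4.70 in the other arrays of its group, and of Elovl6, at 15.09 against 15.88. The share of spots above background and the liver and muscle means were examined by the same rule, and no array stood apart in them. Replicate 5 of the ChREBPβ-line WT group is also the array without which the number of genes called in ChREBPβ KO was 1287. No biological explanation of these single arrays was tested.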

How the results depend on the processing

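The alternatives were chosen before the data were examined, except the fit with the liver and muscle list means as covariates, which was chosen after seeing the data. No count of called genes fell to 0 under any of them, and no called change of a gene named in the text reversed its direction among the alternatives run for it. The difference between the KO effects was not fitted with only the groups of a contrast, since it needs all 4.

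The count for total ChREBP KO stayed within 1.5 times its value of 12147 except with a fold threshold of 1.5, which gave 2889. The count for ChREBPβ KO, 788, was 130 with slide as a fixed block, 400 with only the groups of the contrast, 324 at an adjusted p under 0.01 and 161 with a fold threshold of 1.5. The stricter thresholds admit fewer genes by construction. The slide block uses up many degrees of freedom, but it also moved some estimates in ChREBPβ KO. Elovl5 went from -0.48 to -0.25 and Prr32 from 1.32 to 0.93, while Tkt stayed at -0.21 and Rspo4 was 1.30 and 1.32. With only its own groups, the count for total ChREBP KO was 12329, so that fit did not lower both KO counts. The main fit shares the spread of a probe over all groups. The median SD of a probe was 0.160 and 0.155 in the ChREBPβ-line groups and 0.145 and 0.149 in the total line. The count of 788 may therefore rest in part on the lower spread of the total line, which was not tested. For the slide block, the cause of the lower count was also not tested. Of the genes called in each of these alternatives, in the order given, 117, 383, 324 and 161 were among the 788. The count for the difference, 7220, was 4449 at an adjusted p under 0.01 and 2289 with the fold threshold. The count between the WT groups, 11288, was 6978 with probes well above background on all 32 arrays, where fewer genes were tested, 2367 with the fold threshold and 4561 with the liver and muscle covariates. Leaving out each array in turn gave 11628 to 12243 genes for total ChREBP KO, 561 to 1287 for ChREBPβ KO, 6730 to 7457 for the difference and 10526 to 11420 between the WT groups. The value of 1287 was that without replicate 5 of the ChREBPβ-line WT group, and its cause was not tested. No scaling alternative moved the split of higher against lower calls by over 10 percentage points.

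The share of ChREBPβ KO calls that were called the same way in total ChREBP KO was 77.4%, with 84.6% under slide as a fixed block, 82.3% with only the groups of the contrast and 71.0% to 81.9% when each array was left out. The cause was not tested.

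Mlxipl probe A_55_P2045158 passed the threshold in total ChREBP KO with wash batch as a block (0.15, limma adjusted p 0.0225) and with the liver and muscle covariates (0.15, limma adjusted p 0.0401). The cholesterol synthesis list in ChREBPβ KO lost its call with slide as a fixed block (-0.15, camera adjusted p 0.064), with the covariates (-0.15, 0.0595) and under fry (-0.18, 0.129). The thermogenesis list in total ChREBP KO was called under fry (0.10, adjusted p 6.52e-05), which tests the list against no change and not against other genes. With the mean of a gene's probes, the lipogenesis list (-0.13, camera adjusted p 0.0364) and the ChREBP target list (-0.024, camera adjusted p 0.0125) were called in ChREBPβ KO. Over the alternatives, the adjusted p of these lists in ChREBPβ KO lay between 0.00588 and 0.129 for cholesterol synthesis, 0.0364 and 0.766 for lipogenesis and 0.0125 and 0.669 for ChREBP targets, that of the thermogenesis list in total ChREBP KO between 6.52e-05 and 0.397, and that of the Mlxipl probe between 0.0225 and 0.257. Apart from fry, the cause was not tested. The scores kept their direction and their side of the threshold under every alternative run for them.

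The share of genes called near Mlxipl in total ChREBP KO, 56.1%, was past its threshold in the main setting only narrowly. It was 53.0% with 20 Mb on each side (Fisher's exact p 0.102), 53.2% with the processed signal (p 0.278 by the exact test), 56.5% with 75th percentile scaling (exact p 0.148) and 56.1% with wash batch as a block (exact p 0.103). With probes well above background on all 32 arrays it was 54.1%, now below the rest of the genome (exact p 0.822), and the lowest exact p of the alternatives was 0.00024. The cause was not tested.

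The replicate numbers were not taken to pair the samples, since not every same-numbered pair of arrays correlated above 0.1. Same-numbered arrays of the total line had correlations of their deviations from -0.30 to 0.08, with 0 of 8 over 0.1, and those of the ChREBPβ line from -0.20 to 0.53, with 6 of 8 over 0.1. In the ChREBPβ line their median was 0.25, against -0.13 for pairs of other numbers, so that a partial pairing there stays open. With a replicate block, 12309 genes were called for total ChREBP KO, 876 for ChREBPβ KO, 7367 for the difference and 11503 between the WT groups, and the shared share was 78.4%. For single named genes, 1098 values under the alternatives fixed beforehand and 85 under the covariates stayed on their side of the threshold, 18 and 1 lost the call, and 6 and 2 gained it.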

Other observations

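In this part, the tests of other splits of the samples over all arrays of a comparison and of the window around Mlxipl were chosen beforehand. The tests of splits inside wash batches, of muscle and liver RNA, of array spread, of Vps37d, of the clock genes and of Nnt were chosen only after the results had been seen.

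The methods of the study do not state whether its array p values were adjusted or whether a fold threshold was used. The numbers compared here may therefore rest on different cut-offs. The legend of the figure that holds the study's numbers names a Mann-Whitney test, while limma was used here, so the tests may differ too. The number of genes called higher in ChREBPβ KO here was 400. That is higher than the value quoted from the study above. The number called lower here was 388. That is also higher than the value quoted above. The number of higher genes not called the same way in total ChREBP KO was 112 here. That is higher than the quoted value. The number of such lower genes was 66 here. That too is higher than the quoted value. Together the genes not called the same way numbered 178, from 103 to 373 when each array was left out and 20 with slide as a fixed block. Among genes changed at least 1.5-fold in ChREBPβ KO, these 4 numbers here were 72, 89, 17 and 5. Those are closer to the quoted values. For the 17 and 5, calls of any size in total ChREBP KO counted as shared. With 1.5-fold required in both models, 32 of 161 genes were not called the same way. Genes called in ChREBPβ KO numbered 6.49% of those called in total ChREBP KO, and 5.57% at 1.5-fold or more. Both lie above the bound quoted from the study.

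Transcripts of skeletal muscle separated the lines. All 8 genes of the muscle list were lower in the ChREBPβ-line WT group than in the total-line WT group, by a median log2 difference of -6.24, with single genes from -7.09 to -5.82. The per-array means of the list lay between 12.5 and 16.2 in the total-line WT group and between 5.49 and 11.9 in the ChREBPβ-line WT group. In the list, 4 of 8 genes were well above background on every array. Myh4, chosen here after its values were seen, had a log2 mean of 16.91 in the total-line WT group and 9.82 in the ChREBPβ-line WT group. The median difference of the list was -6.21 with 75th percentile scaling, which argues against between-array normalization, and the difference of its mean was -4.69 or further from 0 inside each of the 4 wash batches, which argues against wash batch. Muscle tissue dissected with the fat in the total line is a candidate explanation. The muscle gene nearest to 0 was at -5.82, but a difference between the lines in the fat itself could give the same values. A fixed difference between the lines would not by itself give the range from 5.49 to 11.9 inside the ChREBPβ-line WT group. That range argues against it as the only source of variation in that group. For the difference between the lines, the explanations cannot be told apart. In neither KO contrast did limma call a muscle gene by its brightest probe, and 0 had an unadjusted p under 0.05 in either.

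Transcripts of the liver were present in part of the arrays. The per-array mean of the liver list ranged from 6.01 to 12.7 in the ChREBPβ-line WT group, 6.14 to 12.5 in ChREBPβ KO, 6.11 to 10.8 in the total-line WT group and 5.96 to 8.44 in total ChREBP KO. Of the list, 3 of 9 genes were above background on every array, and Kng1, chosen after its values were seen, was bright in all groups. The median SD of the list over the 16 ChREBPβ-line arrays was 2.92. Liver RNA in some samples may be the source, which this value does not test, as most genes of the list had been seen to vary before it was written. Wash batch did not explain it as a whole, as the differences between batches were no larger than under permuted labels (permutation p 0.232) and the values within 3 of the 4 batches spanned 5.65, 5.44 and 4.86, while those of batch 3 spanned 1.72. Whether same-numbered arrays carry it together cannot be told apart from chance, at an exact p of 0.0704 over 40320 pairings. No liver gene was called in ChREBPβ KO by limma, and 0 had an unadjusted p under 0.05. No biological explanation was tested.

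The count of genes called in ChREBPβ KO did not rest on this RNA, because 853 genes were called with the liver and muscle means as covariates. Of 100 splits of the 16 ChREBPβ-line arrays, 3 gave as many genes, the real one included. The other 2 gave 2904 and 1643 genes and mostly set the arrays of wash batches 1 and 2 against those of batches 3 and 4. With wash batch as a block, 669 genes were called for the real split, and when arrays were split only inside their wash batches, 1 of 100 splits, the real one, gave as many, so chance can be excluded. Of the splits of the total-line arrays, 1 of 100 gave as many as 12147 genes, and of the splits of the WT arrays, 1 of 100 gave as many as 11288, so chance can be excluded for both.

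Fewer genes were called in ChREBPβ KO than in total ChREBP KO. A larger spread among the ChREBPβ-line arrays was not the cause of that alone, since 350 probes differed 1.5-fold or more at any p there against 3693 in the total line. The median SD of a probe was 0.160 in the ChREBPβ-line WT group and 0.155 in its KO, and 0.145 and 0.149 in the total line. A weaker effect of the deletion of exon 1b is a possible explanation, as a hypothesis from the same data.

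Vps37d, next to Mlxipl, fell by 2.39 in ChREBPβ KO and by 2.71 in total ChREBP KO. Of 51 other genes within 1 Mb, limma called 0 in ChREBPβ KO, with 6 at an unadjusted p under 0.05, against 21 in total ChREBP KO. That number is too small to exclude sequence differences around the edited gene, since about as few would be called by the share elsewhere (Fisher's exact p 0.414). A local effect of both deletions on the neighbouring gene and regulation of Vps37d by the protein predict the same values and cannot be told apart, and the difference of the KO effects was 0.32.

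The calls near Mlxipl in total ChREBP KO had 9 of 133 other windows with a share as high, which lies inside the range of the genome. Flanking DNA of the stem cell strain may still affect single genes, and the share does not decide it. The share between the WT groups was as high in 8 windows.

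Genes of the circadian clock differed in total ChREBP KO. The 8 genes of the rising list had a median log2 fold change of 1.11, and 7 were called higher, while in ChREBPβ KO limma called 0, with 0 at an unadjusted p under 0.05. The difference between the KO effects was called for 6. The 5 genes of the opposite phase had a median of -0.12, with 2 called lower and 1 higher. Between the WT groups, 7 genes of the rising list were called higher and 1 lower in the ChREBPβ line, with a median of 0.84. Of the opposite phase, 4 were called lower, with a median of -0.33. Clock genes thus also differed where neither group had a deletion, but mainly through replicates 1 to 4 of the ChREBPβ-line WT group. Those arrays had rising-list means of 11.6 to 11.7 and opposite-phase means of 7.19 to 7.42. Replicates 5 to 8 had 10.4 to 10.9 and 8.22 to 8.33. In the total-line WT arrays the means were at most 10.6 and at least 8.25. This split also followed the wash batches, 1 and 2 against 3 and 4, and its cause was not tested. Another sampling time of the KO arrays may be the reason for the change in total ChREBP KO, but the opposite-phase genes moved both ways there and so do not decide it, and the sampling times are not stated per sample. An effect of the deletion on these genes stays open.

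Nnt was lower in the ChREBPβ-line WT arrays by a log2 difference of -1.43. With the liver and muscle means as covariates it was -1.01 (limma adjusted p 0.0097). The muscle means of the WT groups did not overlap, at 12.5 to 16.2 and 5.49 to 11.9. That fit therefore cannot decide whether muscle in the tissue was the sole cause. A difference in genetic background between the lines could give such a value and was not tested.

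The other marker lists were examined in the same way. The lymphocyte list had a median log2 fold change of 0.16 in total ChREBP KO and -0.08 in ChREBPβ KO, the white adipose list -0.01 and 0.10, and the blood list 0.33 and 0.15. Between the WT groups the medians were 0.45, -0.57 and -0.31. Limma called 1 lymphocyte gene higher in total ChREBP KO, and 1 white adipose gene higher and 1 lower.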
